A study of Homo sapiens with 10 samples. Its data were reported in "Uptake of dietary milk miRNAs by adult humans: a validation study" (2016).

How the data were processed

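RNA from peripheral blood mononuclear cells (PBMC, the lymphocytes and monocytes of blood) was profiled in 10 samples, from 5 donors at baseline (T0) and again 6 h after drinking milk (T6). Per the labels and the study's methods, the authors reverse-transcribed 100 ng of RNA per sample with a pool of miRNA-specific stem-loop primers, pre-amplified the product for 12 cycles and ran 40 cycles of PCR on a custom OpenArray, a plate of nanolitre wells with 1 TaqMan assay each. The deposited table gave a relative threshold cycle (Crt) per assay and sample, which is the PCR cycle at which the curve of a well crosses its own threshold. A lower Crt means more template, and a difference of 1 cycle was read as 1 log2 unit, which assumes that template doubles in each cycle. The Crt values deposited by the authors were raw, with no scaling between samples, and the cell was empty where an assay gave no Crt.

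The table held 223 assays: 219 for miRNAs, 3 for the reference small RNAs U6, RNU44 and RNU48, and 1 for the plant miRNA MIR159a, a negative control. It had 1894 Crt values and 336 empty cells. U6 came as 1 averaged value per sample, so the planned spread between U6 wells was not computed. The deposited table carried no amplification score. The planned filter on that score and its alternatives were therefore not run. Wells that a score would remove may still be among the values. In the table the later sample of each donor carried the suffix 3, whereas the labels put it at 6 h. Each donor had 1 later sample in the labels, so that sample was taken as T6, and 0 names in the table were left without a sample. The comparison between time points rests on the labels being right about the hour.

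The choices in this paragraph were fixed before the data were examined. Assays with a Crt in at least 9 of the 10 samples were tested. Crt was quantile-normalized over them, so that each sample had the same distribution of values, and minus Crt was fitted with limma (version 3.58.1, R 4.3.3) by lmFit and eBayes, with the donor as a block. The contrast was T6 minus T0, two-sided, so a positive log2 change means earlier amplification at T6. P-values were adjusted by the Benjamini-Hochberg method over all assays tested, with a threshold of 0.05, and the number at an unadjusted p under 0.01 was also counted, which applies the threshold of the study to limma p-values and not to its own paired test. For single values the exact sign-flip permutation test over donors was used. With 5 donors its smallest two-sided p is 0.0625, and with 4 donors 0.125, so it cannot pass 0.05 here.

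Same-numbered samples came from 1 donor, as the donor number in the labels states, which is the source of the pairing. As a check, Crt was centred per assay over the 10 samples and the samples of each pair were correlated. The r was 0.395, 0.411, 0.596, -0.0794 and 0.420 for donors 1 to 5.

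Alternatives were no normalization and subtraction of 3 kinds of sample factor. RN3 was the geometric mean Crt of U6, RNU44 and RNU48. GM26 was that of the 26 assays with the smallest SD of raw Crt among those detected in all 10 samples, a set chosen here by that rule that need not be the authors' set. It includes miR-200c and, of the milk-abundant list, miR-92a and miR-99a. The last was the median Crt of the assays detected in all 10 samples. Other alternatives were assays detected in all 10 or in at least 6 samples, empty wells set to 40 cycles, a fit with no donor block, each donor left out in turn, donors 1 to 3 alone, an unmoderated paired fit, and eBayes with a trend and robust variances. Chosen after seeing the data were the unmoderated fit with each of the other scalings, and GM26 without miR-200c or without the list members. Milk-abundant miRNAs were tested as a list with fry, with camera at its preset correlation beside it, over the members detected in all 10 samples. For the similarity of samples, the statistic was compared with its values under all 120 pairings of T6 with T0 samples, or under the 16 ways of swapping time points within donors, one-sided.

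Assays were named by a rule. They are miR-29b, miR-200c, miR-1 and miR-142-3p, the milk-abundant list, the reference RNAs and MIR159a, every assay at an adjusted p under 0.05 and, with none, the 5 with the smallest unadjusted p among those that changed the same way in all complete donor pairs. Any other assay named was chosen after its values were seen. Gene neighbours were read from a RefSeq gene table of assembly GRCh38.p14. The Crt table gives no positions, so no coordinates are printed. Mature miRNA sequences were not used here.

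The fit was tested on simulated data with the means and spreads of the 167 assays tested, with 20 of them changed in each of 20 simulations. At an adjusted p under 0.05 it recovered 2.5% of changes of 1 cycle, 73.8% of changes of 2 cycles and 90.8% of changes of 3 cycles. With no change simulated it made 0 calls at that threshold and 1.7 per simulation at an unadjusted p under 0.01. Depth has no counterpart here, and precision was limited by the 5 donors. The median SD of the paired change was 0.73 cycles for the 49 tested assays with a mean Crt of up to 20, 0.77 for the 76 between 20 and 25, and 1.09 for the 42 later ones.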

Results

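Crt was available for 5 donors at T0 and at T6, 10 samples in all. Of 223 assays, 167 gave a Crt in at least 9 samples, 135 in all 10, 49 in 1 to 8 samples and 7 in none. MIR159a, the plant control, gave a Crt in 0 samples. The number of assays with a Crt ranged from 152 in donor 5 at T0 to 206 in donor 4 at T6. The later samples are named with another hour in the Crt table than in the labels, and T6 follows the labels.

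The first comparison asked whether whole samples differed between time points before any scaling. Median raw Crt, over the 135 assays detected in every sample, was 22.5 ± 2.23 cycles at T0 and 20.9 ± 1.23 at T6 (SD, n = 5 each). At T0 it was 21.9, 21.3, 20.01, 23.2 and 25.9 cycles in donors 1 to 5, and at T6 it was 21.8, 20.02, 20.3, 19.9 and 22.6. The mean paired shift was -1.53 ± 1.71 cycles (SD, n = 5), within the spread between donors by the exact sign-flip permutation test (two-sided p = 0.188, where the smallest possible p is 0.0625). Donors 4 and 5 shifted by -3.34 and -3.25 cycles, donor 2 by -1.29, donor 1 by -0.041 and donor 3 by 0.271. Leaving out donor 4 reduced the mean shift most, to -1.08 cycles.

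The number of detected assays was 183 ± 19.2 at T0 and 196 ± 9.61 at T6 (SD, n = 5 each). The mean paired difference of 12.4 assays was not larger than the spread between donors (SD 15.6, n = 5, exact sign-flip p = 0.25, two-sided). It was 28 in donor 4 and 30 in donor 5, against 0, 7 and -3 in donors 1 to 3. Without donor 5 the mean fell to 8 assays.

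**Figure D1:**
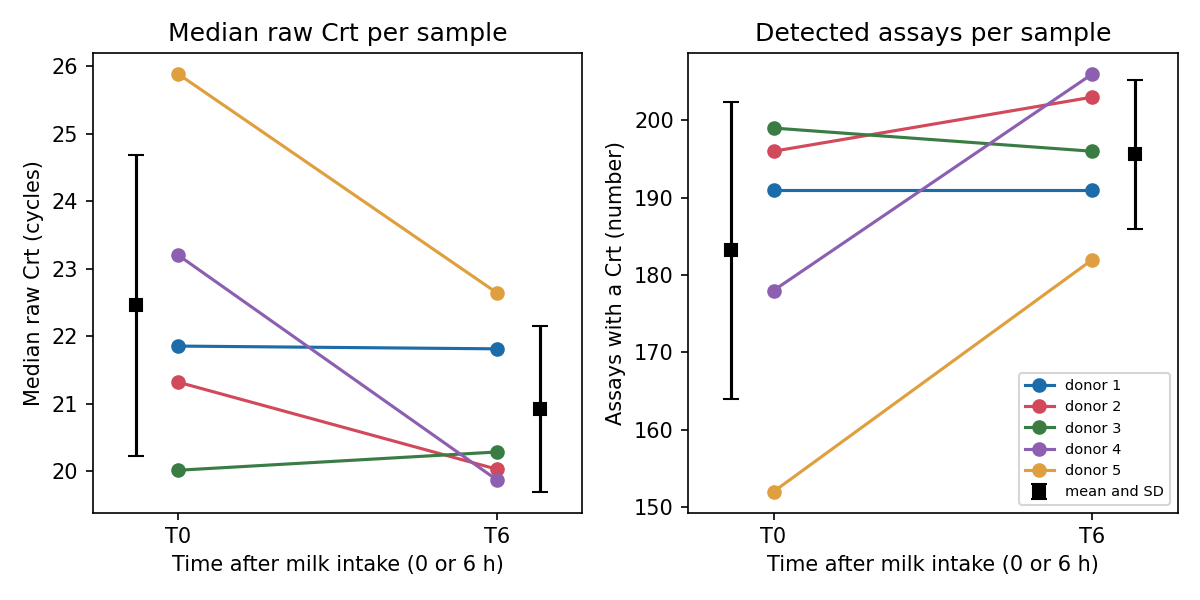
Median raw Crt (left, cycles, assays detected in all 10 samples) and number of assays with a Crt (right) for each donor at T0 and T6, with lines joining the samples of 1 donor and squares with bars giving the mean and SD of 5 samples. The T0 samples of donors 4 and 5 have the highest median Crt, 23.2 and 25.9 cycles, and the fewest detected assays, 178 and 152.

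The reference small RNAs also moved before scaling. Their raw Crt had an SD over the 10 samples of 1.18 cycles for U6, 1.31 for RNU44 and 1.36 for RNU48, smaller than the median SD of 2.03 cycles over the 135 assays. Quantile normalization reduced these to 0.403, 0.942 and 0.754 cycles, and the median over the 135 assays to 0.740. In donor 5 the reference RNAs amplified 3.35 cycles later at T0 than at T6 on average and the median miRNA 3.17 cycles later. In donor 4 the reference RNAs were 0.95 cycles later at T0, while the median miRNA was 3.45 cycles later. The 132 miRNAs of these comparisons were not equally late in donor 4, with an interquartile range of 1.89 cycles, against 0.681, 0.728, 0.522 and 1.09 in donors 1, 2, 3 and 5.

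**Figure D2:**
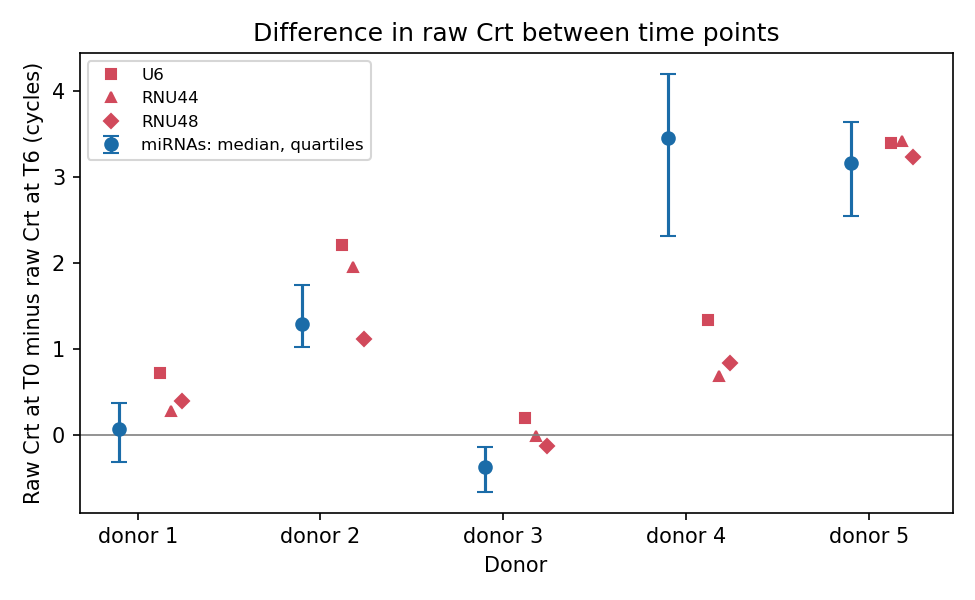
Raw Crt at T0 minus raw Crt at T6 (cycles) in each donor, for 132 miRNAs (circle for the median, bars for the quartiles) and for the reference RNAs U6, RNU44 and RNU48. Reference RNAs and miRNAs lie close together in donor 5 and apart in donor 4, where the miRNA median is 3.45 cycles and the reference mean 0.95 cycles.

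The second comparison asked whether any miRNA signal changed between T0 and T6. After quantile normalization, 0 of 167 assays reached an adjusted p under 0.05, and the smallest adjusted p was 0.568 (limma). At an unadjusted p under 0.01 there were 0 assays, where chance gives 1.67. The smallest unadjusted p was 0.01002 (limma, miR-411), so that count rests on a narrow margin. At an unadjusted p under 0.05 there were 12, 7 higher and 5 lower at T6, where chance gives 8.35. The 12 became 20 without donor 1, and 5, 7, 8 and 8 without donors 2, 3, 4 and 5. The estimates were above 0 for 102 assays and at or below 0 for 65, with a median log2 change of 0.12. Among the 65, miR-125a-3p had an estimate that is 0 up to rounding (-6.5e-15). The same direction in all complete pairs was seen for 14 assays (8.38%), where chance gives 7.45%. The median half-width of the 95% confidence interval, which is not adjusted for the number of assays, was 0.84 log2 units. With 20 assays changed at once, the simulated fit recovered 2.5% of changes of 1 cycle and 73.8% of changes of 2 cycles at an adjusted p under 0.05. A change in 1 assay alone was not simulated. It faces a stricter cutoff after adjustment, so these shares do not apply to a single miRNA. Changes of 1 cycle or less were thus mostly not detectable with 5 donors.

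These counts moved with the scaling. Without normalization 7 assays had an unadjusted p under 0.01 and 46 under 0.05, all 46 of them higher at T6, with a median log2 change of 1.42 over the 167 assays. With RN3 the numbers were 0 and 3, with GM26 1 and 11, and with median centring 3 and 11. GM26 left a median log2 change of 0.44 over the 167 assays, 135 higher and 32 lower, against 0.13 with RN3 and -0.08 with median centring. The split of the calls under 0.05 also changed, to 1 higher and 2 lower with RN3, 10 higher and 1 lower with GM26, and 3 higher and 8 lower with median centring. Under each of these 4 scalings 0 assays reached an adjusted p under 0.05. Without normalization the moderated variance was 1 common value for all assays with 5 pairs, so the 7 and 46 rest on that pooling. With the variance of each assay on its own, a fit chosen after seeing the data, the unnormalized values gave 0 assays at an unadjusted p under 0.01 and 7 under 0.05, all 7 higher at T6.

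The 5 assays with the smallest unadjusted p among those with 1 direction in all complete pairs were miR-411, miR-195, miR-370, miR-204 and miR-27a. The log2 change was 1.46 (SE 0.41) for miR-411, higher in 4 of 4 pairs, 1.07 (SE 0.34) for miR-195, higher in 5 of 5, and 0.67 (SE 0.27) for miR-27a, higher in 5 of 5. It was -0.96 (SE 0.31) for miR-370, lower in 5 of 5, and -1.62 (SE 0.51) for miR-204, lower in 4 of 4. Each had an adjusted p of 0.568. The pair missing for miR-411 and miR-204 was donor 5. There miR-411 gave a Crt of 28.97 at T0 and none at T6, and miR-204 none at T0 and 25.3 at T6. Detection in that donor thus went against the direction of the 4 pairs in both cases. Raw miR-195 was 24.2 ± 2.66 cycles at T0 and 22.0 ± 1.996 at T6, and raw miR-370 was 24.0 ± 1.73 and 23.6 ± 1.72 (SD, n = 5 each). Without normalization miR-370 changed direction, to a log2 change of 0.47.

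The third comparison addressed the miRNAs of an earlier report on these donors, miR-29b and miR-200c, with miR-1 and with miR-142-3p, which the study singled out in these samples. The gene table (GRCh38.p14) lists 2 loci for miR-29b, 2 for miR-1 and 1 for miR-200c, and the assays measure mature RNA from all loci of a name. miR-29b gave no Crt in donor 4 at T0, which left 4 pairs. Its raw Crt was 24.3 ± 2.001 cycles at T0 (SD, n = 4) and 23.6 ± 1.44 at T6 (SD, n = 5). After quantile normalization its log2 change was -0.21 (SE 0.35, 95% confidence interval -1.05 to 0.62), higher in 1 of 4 pairs (exact sign-flip p = 0.625, where the smallest possible is 0.125). The adjusted p was 0.873 over all assays and 0.590 adjusted over the list alone (limma).

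For miR-200c the raw Crt was 21.3 ± 1.29 cycles at T0 and 20.1 ± 0.543 at T6 (SD, n = 5 each). Before scaling it amplified earlier at T6 in 5 of 5 donors, by 0.55, 0.75, 0.27, 1.92 and 2.50 cycles in donors 1 to 5 (log2 change 1.199, exact sign-flip p = 0.0625, the smallest possible). The median of all tested assays moved by 1.42 in the same data, more than miR-200c did. After quantile normalization its log2 change was -0.19 (SE 0.34, 95% confidence interval -0.99 to 0.61), higher in 2 of 5 pairs (exact sign-flip p = 0.625). The adjusted p was 0.880 over all assays and 0.590 adjusted over the list alone. The sign of both changes depended on the scaling. For miR-29b the log2 change was 0.59 without normalization, -0.81 with RN3, -0.27 with GM26 and -0.49 with median centring, and for miR-200c it was 1.199, -0.12, 0.20 and -0.33 in the same order. The GM26 set holds miR-200c itself, and with that assay taken out of the set, a change made after seeing the data, the value was again 0.20. Removing 1 of 26 assays moves the factor little, so this cannot show whether the value depends on the set. The set was chosen for a small raw SD. Its factor was later at T0 by 1.56 cycles in donor 4 and 2.46 in donor 5, against 3.34 and 3.25 for the median. miR-200c and miR-29b were also set against the median of all tested assays under the same scaling, a measure chosen after seeing the data. By it miR-200c changed by -0.31 to -0.22 and miR-29b, in its 4 pairs, by -0.49 to -0.37 under the 5 scalings. The positive signs thus go with the shift of the typical assay. A factor per sample moves all assays alike, so the scalings other than quantile normalization are nearly 1 test here. miR-200c was at -0.25 with RN3, GM26 and median centring alike.

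For miR-142-3p the raw Crt was 16.1 ± 2.19 cycles at T0 and 14.3 ± 1.24 at T6 (SD, n = 5 each). After quantile normalization its log2 change was 0.62 (SE 0.26, 95% confidence interval 0.0022 to 1.24), higher in 5 of 5 pairs (exact sign-flip p = 0.0625, the smallest possible). Its adjusted p was 0.568 over all assays and 0.148 adjusted over the list alone, which is not independent evidence because the study picked miR-142-3p on these samples. The log2 change was 1.85 without normalization, 0.53 with RN3, 0.85 with GM26 and 0.32 with median centring, and it was higher in 4, 2, 4 and 4 of 5 pairs in that order.

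miR-1 gave a Crt in 2 of 5 samples at T0 and 4 of 5 at T6, too few for the detection filter, so it has no value among the tested assays. The list adjusted alone therefore had 3 members. The raw Crt of miR-1 was 20.2 cycles in donor 1 and 29.5 in donor 4 at T0, and at T6 it was 28.1, 25.8, 24.0 and 24.8 in donors 1 to 4. In the 2 complete pairs it moved in opposite directions.

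**Figure D3:**
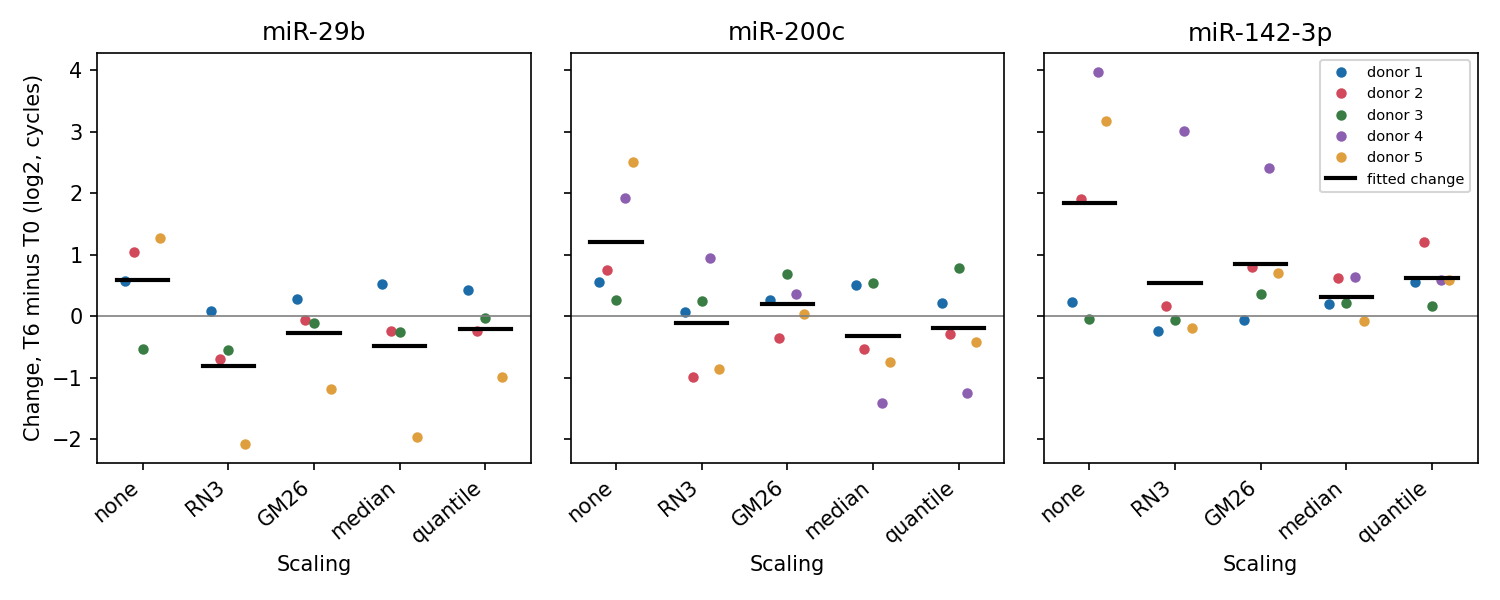
Change from T0 to T6 (log2 units, 1 unit per cycle, positive for earlier amplification at T6) of miR-29b, miR-200c and miR-142-3p in each donor under no normalization, RN3, GM26, median centring and quantile normalization, with a line at the fitted change. The fitted change of miR-29b goes from 0.59 without normalization to -0.21 with quantile normalization and that of miR-200c from 1.199 to -0.19, while that of miR-142-3p is above 0 under each of the 5 scalings.

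The fourth comparison addressed miRNAs abundant in bovine milk. Of a list of 11, 9 had an assay, and each of the 9 was detected in all 10 samples. Their median log2 change was -0.04, with 4 higher and 5 lower at T6, and the list as a whole was not shifted (fry p = 0.838, with the donor block, and exact sign-flip p = 0.562 for the list median of each donor, two-sided). Camera gave p = 0.156 with its preset correlation and 0.373 with an estimated one. With GM26 the median was 0.27, or 0.28 with the list members miR-92a and miR-99a taken out of the GM26 set (chosen after seeing the data), and without normalization 1.27, so its sign also depended on the scaling. Relative to the median of all tested assays the list changed by -0.18 to -0.15 under the 5 scalings. Those other than quantile normalization are nearly 1 test for this measure. The members let-7a, let-7b, let-7c, let-7d and let-7f changed by -0.19, -0.04, 0.22, 0.31 and 0.14 log2 units, and miR-21, miR-99a and miR-92a by 0.71, -0.45 and -0.04. miR-148a had the smallest p of the list, with a log2 change of -1.41 (SE 0.49), lower in 4 of 5 pairs. Its adjusted p was 0.568 over all assays and 0.206 adjusted over the list alone, and 0 members passed 0.05 either way, with 1 member under an unadjusted 0.05. With donors 1 to 3 alone miR-148a had an adjusted p of 0.0425 and a log2 change of -2.27, lower at T6.

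The last comparison asked whether samples resembled each other by donor or by time point. The mean r of the 5 same-donor pairs was 0.349, against -0.151 for pairs of different donors at different time points. The difference of 0.499 was the largest of the 120 pairings (exact permutation p = 0.00833, one-sided). It did not rest on donor 4, whose own pair had an r of -0.0794, and was 0.638 without that donor. Samples of the same time point were no more alike than those of different time points, with a difference in mean r of 0.0239 (exact permutation over 16 swaps, one-sided p = 0.312, smallest possible 0.0625). Without donor 2 that difference was -0.0193. For 7 of the 10 samples the most similar sample was the other one of the same donor.

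**Figure D4:**
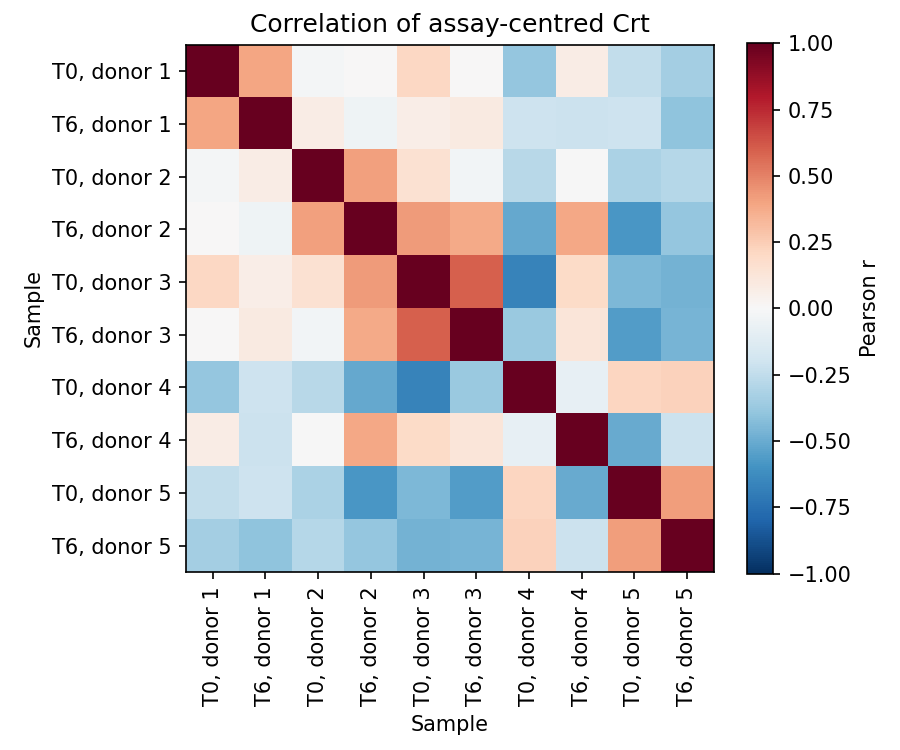
Pearson r between each pair of the 10 samples, from quantile-normalized Crt centred per assay over 135 assays detected in all samples, with samples of 1 donor next to each other and the colour scale running from -1 to 1. Same-donor pairs have an r from 0.395 to 0.596 in donors 1, 2, 3 and 5 and of -0.0794 in donor 4.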

Values the study reported

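The study reported that 167 features amplified in at least 9 of 10 PBMC samples and 135 in all of them, out of 223 assayed. It gave average increases in raw PBMC signal of 67% for miR-29b and 93% for miR-200c in its text, and for the same raw data its table gave fold changes of 1.51 (p = 0.236) and 2.3 (p = 0.050). After normalization that table put miR-29b at a fold change of 0.69 with GM26, 0.57 with RN3 and 0.86 with quantile normalization, and miR-200c at 0.98, 0.92 and 0.95 in that order. By its uncorrected paired test at p < 0.01 it found 1 PBMC miRNA, miR-142-3p, with p = 0.005 and an average fold change of 1.4 under quantile normalization. Its separate qPCR quality control put the T0 sample of donor 4 at 1.9 cycles, and that of donor 5 at 5.8 cycles, behind the mean of the PBMC set.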

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

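The tests of the late samples in this part were chosen after the late amplification was seen, except the difference between hairpin arms, whose expected outcome was written before its values. Its comparisons with the spread of the delays and with random pairs were chosen after. A value was picked out when its gap to the nearest of 5 values exceeded 0.71 of their range. That happened for 9 of 98 groups of 5, where chance gives 4.9, and many of the groups share samples.

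One of these values was in donor 4, where the median miRNA was later at T0 than T6 by 2.50 cycles more than the reference RNAs were. The same value was -0.393, -0.471, -0.397 and -0.183 in donors 1, 2, 3 and 5. Less RNA template in the reaction delays miRNAs and reference RNAs alike, so the gap of 2.50 cycles argues against it as the whole cause in donor 4. In donor 5 the gap of -0.183 is consistent with less template. A change in transcription of the miRNA genes would shift both arms of a hairpin alike. Hairpins lacking an arm difference in any donor were left out, which left 7. Over these, the arms differed in shift by a median of 1.05 cycles in donor 4, against 0.298 to 0.617 in the other donors. The difference in donor 4 exceeded the median of the other donors in 7 of 7 hairpins. Against donor 5, the other late sample, with a median of 0.487 cycles, it was 6 of 7. Hairpins of 1 donor are not independent replicates, and all miRNA delays spread more widely in donor 4. Divided by the interquartile range of those delays, the arm difference was 0.557 in donor 4, inside the range of 0.446 to 0.848 of the other donors. The arms of donor 4 were also not clearly more alike than random pairs of its miRNAs, which differed by a median of 1.22 cycles (one-sided permutation p = 0.372). A change in transcription is therefore neither supported nor excluded. The shifts of miR-17, miR-18a, miR-19a, miR-20a, miR-19b and miR-92a spanned 3.95 cycles in donor 4, with miR-92a lowest at 1.94. MIR17, MIR18A, MIR19A, MIR20A, MIR19B1 and MIR92A1 are neighbours within MIR17HG. The gene table lists 2 loci each for miR-19b and miR-92a, so their signal can also come from a locus not named here. The span was 3.62, 2.575, 1.24 and 1.30 cycles in donors 1, 2, 3 and 5. In donor 1 it owed much to miR-19a, at 2.24 cycles. All miRNA delays spread more widely in donor 4, so its wider span does not decide the question. These 6 were picked after their values were seen. An exchange of samples between donors stays open. The T0 sample of donor 4 had a best r of 0.228 with another donor's T6 sample, that of donor 5, below the 0.395 of the weakest same-donor pair of the others but above the -0.0794 with its own T6 sample. Each of the 8 ways of exchanging a sample of donor 4 with one of another donor gave the 2 pairs concerned a lower mean r, with a smallest difference of -0.113, but with assays resampled all 8 stayed lower in 691 of 1000 draws, too few to exclude an exchange.

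Another explanation for donor 4 also stayed open, after a test that could have excluded it. Across 132 miRNAs, the delay in donor 4 rose with the slope of Crt on the sample median in the other 8 samples (Pearson r = 0.542, Spearman rho = 0.681, permutation p = 1e-05, the smallest that 100000 permutations can give; miRNAs are not independent replicates). With slopes from donors 1 to 3 alone r was 0.365. The delays themselves were less alike. Those of donor 4 had an r of 0.234 with those of donor 5, the other late sample, 0.425 with donor 2, -0.343 with donor 1 and -0.108 with donor 3. Assays may differ in how strongly they respond to the quality or amount of input, but the weak relation with donor 5 leaves open whether the same response acted in both late samples. GC content of the miRNAs was not tested because sequences were not used here, and apart from the test on transcription no biological difference at T0 in donor 4 was tested.

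The reference RNAs account for 4 of the other values picked out. After quantile normalization RNU44 was at 14.4 cycles in donor 5 at T6, RNU48 at 12.6 in donor 3 at T6, U6 changed by 0.49 log2 units in donor 2, and RNU44 by -1.76 in donor 4. In donor 4 RNU48 changed by -1.87 and U6 by 0.04, so the 3 reference RNAs, all less late there than the miRNAs, did not move alike after normalization. Their raw delays at T0 were closer, at 1.33 cycles for U6, 0.681 for RNU44 and 0.836 for RNU48. Quantile normalization sets values by rank. In donor 4 at T0 it put RNU48 and U6, at a raw 12.53 and 12.64, at 11.2 and 12.6 cycles. The gap between these 2 thus owes much to the spacing of ranks. The largest change of miR-27a was 1.38, also in donor 4. The remaining ones were let-7b at 17.3 quantile-normalized cycles in donor 1 at T0, miR-99a at a raw 26.5 in donor 5 at T6 and miR-148a at a raw 13.9 in donor 4 at T6. No explanation was tested for these single values, technical or biological.

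Outside the assays tested, miR-369-3p gave a Crt in 3 of 5 samples at T6 and 0 of 5 at T0. The Crt was 27.2, 32.3 and 29.5 cycles in donors 2, 3 and 4. The exact two-sided p for 3 gains against 0 losses was 0.25. Of the 49 assays detected in 1 to 8 samples, 6 were detected only at T6 and 3 only at T0, and miR-369-3p was the 1 among them with 3 or more samples. More assays were detected at T6 than at T0, and 73.9% of the gains of detection were in donors 4 and 5, which is consistent with earlier amplification of their whole T6 samples. For miR-369-3p itself, gained in donors 2, 3 and 4, technical and biological causes were not tested.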

How the results depend on the processing

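The number of assays at an adjusted p under 0.05 stayed at 0 under 15 of 16 alternatives. The exception was the fit of donors 1 to 3 alone, with 1 assay, miR-148a, lower at T6, and 9 at an unadjusted p under 0.05. The number at an unadjusted p under 0.01 was 7 without normalization, 1 with GM26, 3 with median centring, 2 among assays detected in all 10 samples, 1 with detection in at least 6, 1 with empty wells at 40 cycles, 2 with donors 1 to 3, and from 0 to 3 across the fits that each left out 1 donor (5 without donor 2 to 20 without donor 1 at an unadjusted p under 0.05). It was 0 with RN3, the unmoderated fit, and trend and robust moderation. With unmoderated fits, added after seeing the data, it was 0 without normalization and with RN3 (7 and 3 under 0.05). It was 1 with GM26 (miR-339-5p) and 1 with median centring (miR-32), each named after its values were seen. miR-339-5p is itself in the GM26 set, and its fit was not repeated without it. With the moderated fits of the 5 scalings, 1 name, miR-411, was under 0.01 in more than 1, among them the pooled variance without normalization. In unmoderated paired fits miR-411 had p from 0.0378 (median centring) to 0.159 (RN3). Raw values carry a median shift of 1.42 log2 units and GM26 values one of 0.44, with 135 of 167 assays higher. The cause of the other moves was not tested.

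Without the donor block the count at an adjusted p under 0.05 was 0 and at an unadjusted p under 0.01 also 0, with 2 under 0.05 against 12 with the block, and miR-29b changed by -0.47. The block changed no call at an adjusted p under 0.05 or at an unadjusted p under 0.01.

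miR-29b changed sign to 0.59 without normalization, to 1.91 with its empty well at 40 cycles, which sets the change of donor 4 by construction, and to 0.0290 with donors 1 to 3. Leaving out each donor gave -0.44 to 0.0372, above 0 only without donor 5. miR-200c changed sign to 1.199 without normalization, 0.20 with GM26, 0.20 with GM26 without miR-200c in its set (added after seeing the data) and 0.23 with donors 1 to 3, and ranged from -0.43 to 0.0643 as donors were left out, above 0 only without donor 4. miR-142-3p kept its direction under all 14 alternatives, from 0.32 to 1.85, with adjusted p from 0.170 to 0.992. For miR-29b adjusted p ran from 0.576 to 0.994 and for miR-200c from 0.234 to 0.992. The milk-abundant list changed sign to 1.27 without normalization, 0.27 with GM26, 0.28 with GM26 without the list members (also added) and 0.0424 with detection in at least 6 samples, and ranged from -0.0755 to 0.14 with donors left out, above 0 without donor 1 and without donor 3. The signs without normalization and with GM26 go with the shift of all assays: relative to their median, miR-200c was at -0.22 and -0.25 and the list at -0.15 and -0.18, and miR-29b without normalization at -0.43. The cause of the other changes of sign was not tested.

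Among the 5 assays with the smallest p, 2 values of 68 reversed: miR-370 to 0.47 without normalization, and miR-411 to -1.51 with empty wells at 40 cycles. The shift of median raw Crt (-1.98 to -1.08 cycles with donors left out) and of detected assays (8 to 16.2) kept their direction. Same-donor similarity stayed past 0.05 under all 10 alternatives, from 0.440 to 0.638. The 4 scaling alternatives are 1 test for similarity, since Pearson r ignores a factor per sample. Same-time-point similarity ranged from -0.0193 to 0.0748 with donors left out, below 0 only without donor 2.

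The amplification score filters were not run. miR-1 has no value under the main filter. Its log2 change was -3.04 (SE 2.56) with detection in at least 6 samples and 2.34 (SE 4.08) with empty wells at 40 cycles. At an adjusted p under 0.05 the simulated fit found 2.5% of changes of 1 cycle, so changes of that size are mostly out of reach with these samples.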

Other observations

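The splits of samples in this part, and the test on gained detections above, were chosen after the results were seen, and the comparison of quantile normalization with median centring before. Its permutation test and the comparisons with the other scalings were chosen after.

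Other splits of the 10 samples into 5 and 5 gave results as large as the real one. Of 126 splits 100 were drawn, the real one included. A count of 0 at an adjusted p under 0.05, or of 0 at an unadjusted p under 0.01, was reached or exceeded by 100 of 100 by definition. The 12 assays at an unadjusted p under 0.05 were reached by 28 of the 100. Since samples are paired, the closer comparison is the 16 ways of swapping time points within donors, and 4 of them gave 12 or more, with a highest count of 21. With 16 swaps the share cannot go below 0.0625, so a small effect of time cannot be told apart from a random grouping in this way.

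Quantile normalization gives the same set of values to each sample, and a candidate explanation for the nominal change of miR-142-3p was that this narrows the spread of the most abundant assays. The ratio of the SD of paired changes under quantile normalization to that under median centring had a median of 1.11 in the 14 most abundant assays and 1.09 in the other 121. The sets differed by less than other sets of 14 do (permutation p = 0.834). For miR-142-3p the ratio was 1.22, a wider spread under quantile normalization. Against the other scalings the spread was narrower in both sets: the ratio was 0.366 and 0.416 against no normalization (permutation p = 0.450), 0.587 and 0.520 against RN3 (p = 0.414), and 0.579 and 0.7105 against GM26 (p = 0.189), and for miR-142-3p 0.212, 0.268 and 0.397. The answer for miR-142-3p thus depends on the scaling it is set against, and 0 of the 4 comparisons separate the abundant assays from the rest, so the explanation stays open. No biological explanation was tested.

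An unmoderated paired fit of quantile-normalized miR-142-3p gave p = 0.0207 here, against an exact sign-flip p of 0.0625. That is higher than the p-value quoted from the study above. The number of assays at an unadjusted p under 0.01 after quantile normalization was 0 here. That is lower than the number quoted from the study above, but the smallest limma p here was 0.01002 (miR-411), just above the limit. With GM26 the fold change of miR-200c was 1.15 here. That is higher than the fold change quoted from the study above, and the GM26 sets need not be the same. miR-29b with GM26 was also higher here, at 0.83. With quantile normalization miR-200c was lower here, at 0.88, miR-142-3p higher, at 1.54, and miR-29b the same, at 0.86. For miR-29b and miR-200c the fold changes equalled the quoted ones without normalization (1.51 and 2.3) and with RN3 (0.57 and 0.92).

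miR-148a, a member of the milk-abundant list, fell in donors 1, 2 and 3 by changes of -2.83, -2.06 and -2.17 log2 units after quantile normalization, and changed by 0.08 and -0.08 in donors 4 and 5. With median centring it was lower at T6 in 5 of 5 donors (log2 change -1.55, exact sign-flip p = 0.0625, adjusted p 0.538), without normalization in 3 of 5 (log2 change -0.03). The direction is away from a gain after milk. The difference between the donors was not tested.

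Some Crt values lay far from the others of the same assay, in raw cycles or only after the sample median was removed. After removing each sample's median, 13 of 1883 values were more than 5 cycles earlier than the median of the other samples of that assay and 6 were more than 5 cycles later. Of the 13, 8 were in donor 5, 5 of these at T6. Not all 13 stood out in raw Crt. In donor 5 at T0, whose median was late, raw miR-520e was 18.5 cycles, inside the 17.6 to 25.7 of the other samples. Raw miR-184 was 25.6 there, inside 21.0 to 28.6. The most extreme, picked after the values were seen, were miR-429 at 11.5 cycles in donor 5 at T6, where the other 4 samples with a Crt lay between 31.0 and 33.6, and miR-708 and miR-505 in the same sample at 15.999 and 18.8 cycles, where the medians of the other samples were 25.6 and 27.7. miR-1 in donor 1 at T0, at 20.2 cycles against 24.0 to 29.5 in the other 5 samples with a Crt, is of the same kind. No amplification score was used here that would tell such wells from regular ones.

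The share of Crt values with more than 3 decimals was 48.2% and 54.1% in the samples of donor 3 and at most 0.658% in the other 8 samples. How the values of donor 3 were made is not stated.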
